A study of Mus musculus with 12 samples. Its data were reported in "Type-I Interferon Signaling Is Essential for Robust Metronomic Chemo-Immunogenic Tumor Regression in Murine Breast Cancer" (2022).

How the data were processed

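The E0771 tumor RNA was polyA-selected and sequenced from stranded libraries, 2 pools of tumors per group, in 6 groups (vehicle and CPA days 1, 2, 3, 6 and 12). Per the labels, the authors aligned reads with TopHat2 to mm9, counted them with featureCounts and compared groups with edgeR, with versions not given in the sources used here. The deposited table holds, for each of the 5 days against vehicle, a ratio and signed fold change from the authors' edgeR comparison, an FPKM value (fragments scaled to gene length and library size) for each group, and an adjusted p-value from the authors' comparison. The signed fold change is the ratio or its negative inverse. FPKM values were made by the authors from the 2 libraries of a group together. No counts or values per library were analysed here, so standard deviations and any test across libraries are lacking, and depth per library was not used. The dose is that of the labels, and other parts of the study's material give other doses.

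The design fixed before the data were examined named a count test across all 12 libraries and set out that, if a file held only the authors' comparisons, their fold changes and adjusted p would be read at the same thresholds with no other test of single genes. That case applied. The Fisher's exact test of interferon genes in each class of days, named in the same design, was kept, and it too takes genes as replicates. A gene was called at an adjusted p under 0.05 and a fold change above 2, without a minimum FPKM. Contrasts of day 12 with days 3 and 6, gene set tests on library values, a count adjusted over each list alone and a simulation of the shared vehicle libraries need values per library and were not run.

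Of 24197 symbols, 22846 matched a current mouse symbol and 1163 an older synonym in the RefSeq table, which was used for names alone. Coordinates are those of the deposited table (mm9, the first location listed). 27 symbols had been turned into dates and were not used as names. Rows were held to share their values when all 5 ratios were equal within a relative 1e-05 and all 5 adjusted p within 0.001, and 24 called rows did, in 11 sets. How featureCounts treated reads that fit several places is not given in the sources used here.

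The 27 gene lists and the rule for named genes were fixed before the data were examined, and 2 of the listed genes (Ly6g and Ahsp) were not matched. Named genes are, per day, the 6 called higher and 6 called lower with the largest ratio among those at 5 FPKM or more in vehicle or on that day, leaving out predicted genes, locus numbers and receptor segments, up to 4 called members of each list, the genes the study measured by qPCR, Alas2 and the hemoglobin genes, and 4 hormone receptor genes. The rule also asked that both treated libraries lie on the same side of vehicle, which could not be checked. Genes outside it that the text names (other genes called on day 1, and list members given as not called or as abundant examples) were chosen after their values were seen. Some genes that the rule picked are not reported here. The erythroid, sterol, type I interferon, T cell and cytotoxic lists were prompted by the study. List medians are over members above 0 FPKM in both groups. The percentile of each list median among 10000 random lists matched on expression was computed as a description, an addition made after the data were seen, and is not given in the text. A Fisher's exact test of called genes for each list and day was also run after the data were seen and left out, because it takes genes as replicates and was not in the design. On simulated values for the 16556 genes of day 3 against vehicle, lists of 15 genes shifted by 1 log2 unit lay outside the central 95% in 60 of 60 draws, those shifted by 0.5 in 31, and unshifted lists in 4.

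Alternatives that could be run were no fold minimum, folds from FPKM with a pseudocount of 0.1, 1 or 0.01 (adjusted p kept), and a minimum of 1 FPKM in vehicle or on that day. Chosen after the data were seen were a minimum of 1 FPKM in any of the 6 groups, recentring on the median gene, and counting rows with shared values once. The any-group minimum was arrived at by trying several FPKM cutoffs until the count of called genes equalled the number the study states, so that equality is no independent check. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.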

Results

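RNA was measured in E0771 tumors, a mouse mammary carcinoma line grown in the mammary fat pad of female C57/BL6N mice, after treatment with cyclophosphamide (CPA), a DNA-alkylating drug that the liver activates. The 12 libraries fall into 6 groups of 2, each library made from a pool of tumor RNA: vehicle, and CPA (130 mg/kg per the labels) collected on day 1, 2, 3 or 6 of the first cycle or on day 12 after 2 cycles. The question was how the tumor transcriptome changed over time after CPA. All fold changes, FPKM values and adjusted p values below come from the authors' deposited table, which gives 1 value per group and comparison for 24197 genes, so no spread between the 2 libraries of a group can be given, and the table does not hold sequencing depth. A gene was called changed at an adjusted p under 0.05 and a fold change above 2. The labels of 1 of the day 1 libraries conflict, with a title that says CPA and a treatment entry that says vehicle. The authors' comparison counts this library in the day 1 group, so the day 1 calls depend on that title being right. Treatment day also goes with mouse age, since the mice of day 6 and day 12 were older than the vehicle mice.

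The count of called genes differed widely between days. Each count also depends on how much the libraries of that day varied, which is not given, so counts on different days are not strictly comparable. By the authors' deposited table, 2 genes were higher and 11 lower than in vehicle on day 1, 56 higher and 21 lower on day 2, and 189 higher and 65 lower on day 3. On day 6, 1256 genes were higher and 75 lower in the authors' deposited table, and on day 12, 3064 were higher and 749 lower. In total 4193 genes were called on at least 1 day. Among those above 1 FPKM in any group, a minimum chosen after the data were seen, 2633 were called in the authors' deposited table, with 1742 of them higher on day 12. The median log2 ratio of all genes above 1 FPKM was -0.15 on day 12 and between -0.06 and -0.01 on the other days, so day 12 values of single genes are to be read against that shift.

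**Figure D1:**
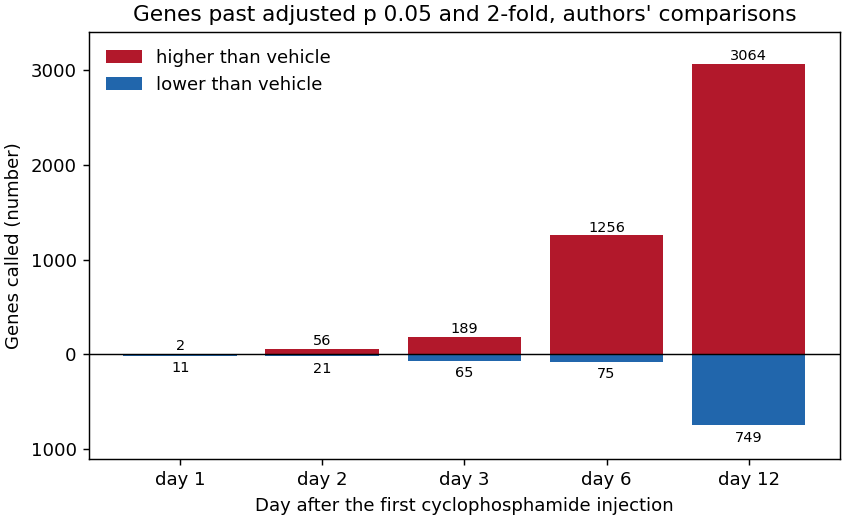
Number of genes called higher (above 0) or lower (below 0) than vehicle on each day in the authors' deposited table, at an adjusted p under 0.05 and a fold change above 2. Higher calls went from 2 on day 1 to 3064 on day 12, and lower calls from 11 to 749.

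Of the 13 genes called on day 1, 7 were genes of red blood cells, all lower. The hemoglobin genes Hbb-b1 and Hba-a1 fell in the authors' deposited table from 44.5 to 7.15 FPKM (6.59-fold, adjusted p = 3.92e-18) and from 16.5 to 3.74 FPKM (4.67-fold, adjusted p = 4.40e-21). Alas2, the enzyme of the first step of heme synthesis in erythroid cells, fell 9.59-fold from 0.315 FPKM in the authors' deposited table (adjusted p = 0.000101). Of the 14 erythroid genes in the table, 7 were called lower on each of days 1, 2 and 3. These 7 are Alas2 and 6 hemoglobin rows, and the 6 rows hold only 3 distinct sets of values in the authors' deposited table (Hbb-b1 with Hbb-bs, Hbb-b2 with Hbb-bt, Hba-a1 with Hba-a2). The paired rows are listed at overlapping locations, and why they share values was not tested. The erythroid list was prompted by what the study describes for these samples, so its direction is not independent evidence. The other genes lower on day 1, all named after their values were seen except Hspa1a, were Hspa1a (an inducible heat shock protein, 3.13-fold), H1f2, Ptprcap and Thrsp in the authors' deposited table. Hivep3 and Rapgefl1 were the 2 genes called higher, at 0.542 and 0.273 FPKM in the authors' deposited table.

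The hemoglobin genes were also called lower on days 2 and 3. In the authors' deposited table Hbb-b1 (mm9 chromosome 7, 110975045 to 110976443) was at 1.69 FPKM on day 2 and 1.25 FPKM on day 3, 25.8-fold and 36.7-fold below vehicle (adjusted p = 6.28e-37 and 1.44e-31). Hba-a1 (first of 2 locations listed, mm9 chromosome 11, 32196488 to 32197303) was 3.52-fold and 5.75-fold below vehicle on these days in the authors' deposited table (adjusted p = 0.00142 and 1.09e-34). Alas2 was listed at 0 on day 2. On day 6 the hemoglobin genes were not called, with Hbb-b1 at 50.0 FPKM in the authors' deposited table, and 2 of the 14 erythroid genes, Alas2 and the membrane transporter Slc4a1, were higher, neither of them with a minimum of 1 FPKM in vehicle or on that day. On day 12 they were higher than in vehicle, Hbb-b1 9.61-fold at 407.1 FPKM and Alas2 14.5-fold at 4.37 FPKM in the authors' deposited table (adjusted p = 1.04e-21 and 1.13e-11), and 10 of 14 erythroid genes were called higher. The embryonic genes Hbb-y and Hbb-bh1 were listed at 0 in vehicle and were not called on any day.

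Some interferon-responsive genes were called higher on days 2 and 3. Of 37 type I interferon-stimulated genes, whose products act against viruses, 8 were called higher on day 2 and 16 on day 3 in the authors' deposited table, with median log2 ratios of 0.82 and 0.94. None was called lower on any day. On day 3 Ifi44 rose 2.85-fold, Zbp1 (a sensor of unusual nucleic acids) 2.54-fold and Oas2 2.40-fold in the authors' deposited table (adjusted p = 4.71e-20, 1.92e-15 and 4.70e-13). Mx1 (mm9 chromosome 16, 97668641 to 97684513) rose 2.16-fold, Oasl1 2.28-fold and Rsad2 2.17-fold on day 3 in the authors' deposited table (adjusted p = 3.45e-09, 3.96e-11 and 7.32e-11). On day 6 and day 12 the calls in this list came to 5 and 4, with medians of 0.49 and 0.36 in the authors' deposited table. Without a fold minimum the counts on days 2, 3 and 6 were 15, 34 and 18, and with folds taken from the FPKM values plus 0.1 the day 12 count was 1. Siglec1, a macrophage surface receptor, had the highest ratio of the list on day 6 (3.37-fold) and Ifi27l2a on day 12 (3.56-fold) in the authors' deposited table. The type I list was prompted by the study, so its direction is not independent evidence.

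Of 20 interferon-gamma-responsive genes, 2 were called higher on day 2, 9 on day 3, 10 on day 6 and 6 on day 12. Without a fold minimum the counts on days 2, 3 and 6 were 5, 15 and 17. With folds taken from the FPKM values plus 1, the 4 days had 0, 3, 5 and 3. The study measured Cxcl10, Cxcl11 and Igtp as interferon-stimulated genes. In its cultured tumor cells, a type I interferon receptor antibody fully blocked the induction of Igtp by activated CPA and lowered that of Cxcl10 in part. The list name thus does not tell which interferon raised these genes. Cxcl10 (mm9 chromosome 5, 92775664 to 92777915), a chemokine that draws T cells, rose from 20.3 FPKM in vehicle to 40.4 on day 2 and 53.4 on day 3 in the authors' deposited table (2.03-fold and 2.55-fold, adjusted p = 0.00306 and 1.76e-15), and its day 2 call was lost when the fold was taken from the FPKM values plus 0.1 (log2 0.99). Cxcl11 rose 3.37-fold on day 3 and Cxcl9 3.51-fold on day 6 in the authors' deposited table (adjusted p = 8.03e-06 and 4.21e-11). Igtp, an interferon-inducible GTPase, had a ratio of 1.90 on day 3 in the authors' deposited table (adjusted p = 5.45e-07) and was not called. Of 16 inflammatory cytokine and NF-kB genes, 2 were called higher and 1 lower on day 2, 5 higher on day 3, 4 on day 6 and 10 on day 12. The monocyte-attracting chemokines Ccl2 and Ccl7 rose 3.08-fold and 2.66-fold on day 3 in the authors' deposited table (adjusted p = 2.25e-23 and 2.45e-15). Of 22 p53 target genes, 2, 3 and 4 were called higher on days 2, 3 and 6, and 8 higher and 1 lower on day 12. Among them were Psrc1 (6.42-fold on day 3) and Fas (2.84-fold on day 3) in the authors' deposited table. The day 3 count was 1 with a minimum of 1 FPKM in vehicle or on that day. Cdkn1a had a ratio of 1.57 on day 3 and was not called.

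Of the 6 genes with the largest ratios among those called higher at 5 FPKM or more, leaving out predicted genes, locus numbers and receptor segments, 3 on day 2 and 4 on day 3 were rows of the Klra family of natural killer cell receptors. Klra4 rose 3.29-fold on day 2 and 4.35-fold on day 3, to 17.8 FPKM, in the authors' deposited table (adjusted p = 5.44e-06 and 5.83e-22), and KLRA12, KLRA15 and KLRA18 rose 4.59-fold, 4.63-fold and 4.76-fold on day 3. These rows overlap in their locations, so it is uncertain which gene the reads came from, and Klra4 was the only 1 of 12 NK cell markers called on these days. Slpi, a secreted protease inhibitor, rose 3.83-fold on day 3 in the authors' deposited table (adjusted p = 6.91e-09), and the Mir7678 row, also called higher, lies within Slpi, so its value is not a measurement of the mature microRNA. Spp1, encoding the secreted protein osteopontin, rose 4.06-fold on day 3 and Rpph1 3.36-fold on day 2 in the authors' deposited table (adjusted p = 3.01e-15 and 0.029). Hspa1b fell 4.57-fold on day 3 in the authors' deposited table (adjusted p = 1.36e-09), and of 14 immediate early and heat shock genes 1, 3, 3, 2 and 2 were lower on days 1, 2, 3, 6 and 12, with 1 higher on day 12.

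Of 23 sterol biosynthesis genes, 12 were called lower on day 3, 16 on day 6 and 17 on day 12 in the authors' deposited table, with none higher, and the median log2 ratios were -1.06, -1.35 and -1.60. On day 2 none was called, at a median of -0.62 in the authors' deposited table. The day 3 count was 19 without a fold minimum and 4 with folds taken from the FPKM values plus 1. Cyp51, Fdps and Idi1, enzymes of cholesterol synthesis, fell 2.86-fold, 2.66-fold and 2.34-fold on day 3 and 3.68-fold, 4.06-fold and 3.45-fold on day 6 in the authors' deposited table (day 6 adjusted p = 4.40e-24, 5.74e-16 and 1.94e-22). Srebf2, which encodes the transcription factor that drives these genes, fell 5.31-fold on day 12 in the authors' deposited table (adjusted p = 1.59e-12). This list was prompted by the study and is not independent evidence. Of 11 fatty acid synthesis genes 1 was lower on day 3 and on day 6, and 5 were higher and 2 lower on day 12. Fads2 fell 8.27-fold on day 12, while Scd1 rose 17.3-fold in the authors' deposited table (adjusted p = 2.97e-08 and 5.89e-08), in the same libraries in which all 13 adipocyte markers were called higher.

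Most members of the T cell, cytotoxic, NK cell and macrophage lists were called higher on day 6, and the 27 lists together held 117 of the 1256 genes called higher on that day. Of 20 T cell markers 18 were called higher on day 6 and 17 on day 12 in the authors' deposited table, at median log2 ratios of 2.00 and 2.43, and 1 (Icos) had been lower on day 3. The T cell medians on days 1, 2 and 3 were -0.29, -0.56 and -0.11. Cd8a (mm9 chromosome 6, 71323420 to 71329165) rose from 0.846 to 4.84 FPKM on day 6 and 6.35 on day 12 in the authors' deposited table (5.34-fold and 7.92-fold, adjusted p = 1.02e-17 and 5.55e-10). Of 11 cytotoxic effector genes 1, 4, 9 and 10 were called higher on days 2, 3, 6 and 12. Gzmb, a killing protease, rose 2.83-fold on day 3 and 5.11-fold on day 6 and had a ratio of 2.73 on day 12 in the authors' deposited table (adjusted p = 8.22e-07, 1.57e-22 and 0.0631, the last not called). Prf1 rose 4.30-fold and Ifng 5.67-fold on day 6, and 3.38-fold and 10.7-fold on day 12, in the authors' deposited table. Gzma and Gzmc rose 6.98-fold and 7.03-fold on day 6 in the authors' deposited table (adjusted p = 3.47e-21 and 8.47e-15), and Ms4a4b 6.57-fold. The T cell and cytotoxic lists were prompted by the study and are not independent evidence.

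Of 12 NK cell markers 11 were called higher on day 6 and 9 on day 12, with Ncr1 at a ratio of 15.9 on day 6 from 0.0303 FPKM in vehicle in the authors' deposited table (adjusted p = 9.47e-09). With a minimum of 1 FPKM in vehicle or on that day, the day 6 count was 5 of 12. Of 9 immune checkpoint genes 1 was lower on day 3, and 7 were higher on day 6 and 6 on day 12. Pdcd1, the receptor PD-1, rose 7.91-fold on day 6 and 9.77-fold on day 12, and Cd274, its ligand PD-L1, 2.21-fold and 4.19-fold in the authors' deposited table. Among 7 regulatory T cell markers 1 was lower on day 2, 2 on day 3, and 3 and 1 were higher on days 6 and 12. The lower calls all ended with a minimum of 1 FPKM in vehicle or on that day, and the day 6 calls with folds taken from the FPKM values plus 1. Foxp3, their defining transcription factor, was at 0.0846 FPKM in vehicle and listed at 0 on day 2 in the authors' deposited table (adjusted p = 0.00365), was not called on other days, and its level is too low for a firm statement. Of 18 macrophage and monocyte markers 1 (Ccr2) was lower on day 2, and 16 and 17 were higher on days 6 and 12. Cd68 rose 2.81-fold on day 6 and 2.56-fold on day 12, and Itgam 2.57-fold and 3.00-fold, in the authors' deposited table. MHC class II genes were not called before day 6, when 6 of 8 were higher, as on day 12, and Cd74 rose from 173.6 FPKM to 534 on day 6 in the authors' deposited table (2.87-fold, adjusted p = 3.91e-14). The class II median log2 ratios on days 1, 2 and 3 were -0.18, -0.41 and -0.66. Of 13 MHC class I genes 2 and 4 were higher on days 6 and 12, of 12 dendritic cell markers 8 and 7, and of 12 B and plasma cell markers only Cd22 on days 3, 6 and 12. The dendritic cell counts were 3 and 4 with folds taken from the FPKM values plus 1. The median log2 ratio of the dendritic cell markers was -0.94 on day 2, 1.39 on day 6 and 1.86 on day 12. Their summed FPKM, in which abundant members weigh most, was 1.09 and 1.03 times vehicle on days 6 and 12. EAR3 and EAR12, eosinophil ribonuclease genes that share all values, rose 8.75-fold on day 6 in the authors' deposited table (adjusted p = 1.78e-16).

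**Figure D2:**
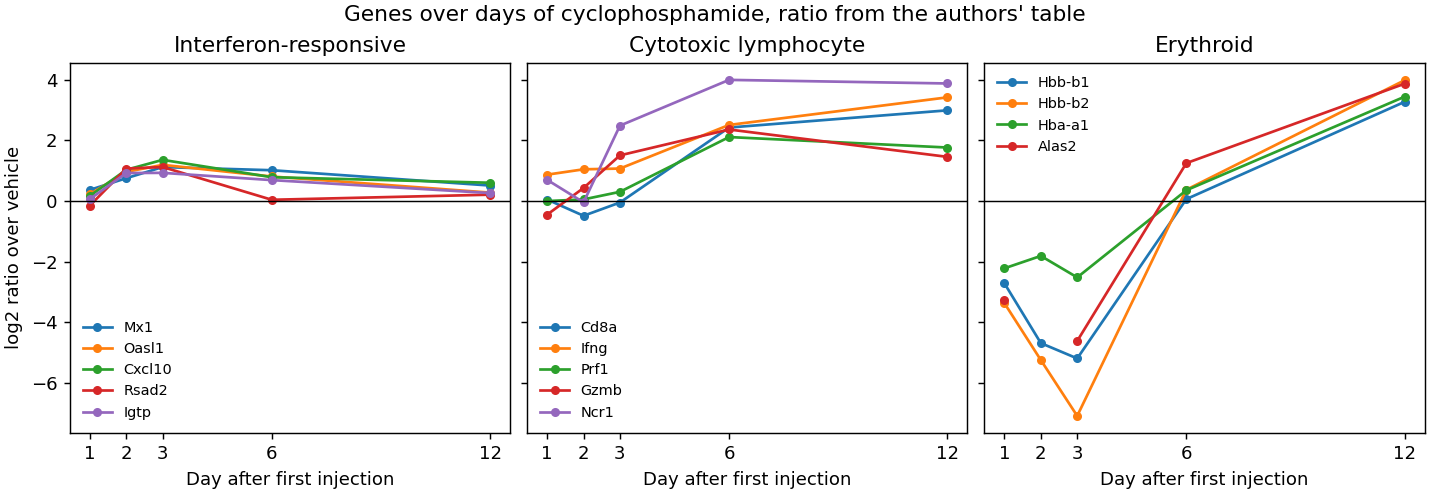
Log2 ratio over vehicle on each day in the authors' deposited table for interferon-responsive, cytotoxic lymphocyte and erythroid genes, 1 line per gene, with no error bars because the table gives 1 value per comparison. The day 2 point of Alas2 is left out because it was listed at 0, and Hbb-b1 goes from 36.7-fold below vehicle on day 3 to 9.61-fold above it on day 12.

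All 11 neutrophil markers were called higher on day 12, against 1, 2 and 6 on days 2, 3 and 6, and the day 6 count was 3 with a minimum of 1 FPKM in vehicle or on that day. S100a9 rose from 0.319 to 129.9 FPKM on day 12 in the authors' deposited table (adjusted p = 6.67e-11) and Retnlg from 0.0547 to 21.8 FPKM (adjusted p = 4.24e-09), while Stfa2l1 was listed at 0 in vehicle and 7.32 FPKM on day 12. The neutrophil-attracting chemokines Cxcl3 and Cxcl5 rose to 26.4 and 5.20 FPKM on day 12 from 0.164 and 0.0334 in the authors' deposited table. All 13 adipocyte markers were called higher on day 12, at a median log2 ratio of 6.09, against 1 on day 6 and none earlier in the authors' deposited table. Fabp4 and Cfd, abundant in fat cells, rose from 39.2 to 2553 FPKM and from 29.1 to 2232 FPKM in the authors' deposited table (adjusted p = 1.10e-09 and 3.54e-10), and Cidea rose to 6.43 FPKM from 0.0191. Of 14 mammary epithelial markers 11 were higher on day 12 (1 was lower on day 3 and on day 6), with Krt18 at 26.9 FPKM from 0.518 and Krt19 at 77.0 from 0.952 in the authors' deposited table (adjusted p = 1.19e-11 and 1.99e-08). With a minimum of 1 FPKM in vehicle or on that day, 7 of these 14 were called. Krt8 was at 125 FPKM in vehicle and 82.2 on day 12 in the authors' deposited table and was not called. Of 16 fibroblast and matrix genes 3 were higher on day 6, and 11 higher and 1 lower on day 12, among them Dcn (19.4-fold, adjusted p = 2.43e-32) and Col1a2 (12.7-fold, adjusted p = 1.41e-26) in the authors' deposited table. Of 14 endothelial markers 1 and 8 were higher on days 6 and 12, at a day 12 median log2 ratio of 1.22, and of 14 skeletal muscle markers 1 on day 12.

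Lower on day 12 were 7 of 28 mitotic and replication genes, none of which was called before, at a median log2 ratio of -0.86. The medians of this list on days 1, 2, 3 and 6 were 0.22, 0.36, 0.30 and -0.07. On day 12, recentring on the median gene left 2 of the 7 calls, and dropping the fold minimum gave 15. Foxm1, a driver of mitotic gene expression, fell 2.76-fold and Top2a from 40.5 to 18.8 FPKM in the authors' deposited table (adjusted p = 7.49e-05 and 0.00727), while Mki67 had a ratio of 0.901 and was not called. Nptx1 fell 7.74-fold in the authors' deposited table (adjusted p = 3.02e-17), and the rows Mir7005 and Mir5134, which are no measurement of mature microRNAs, fell 13.9-fold and 5.68-fold. Of the hormone receptor genes, Esr1 was higher on days 6 and 12 and Pgr on day 12, to 0.537 and 0.187 FPKM on day 12, Erbb2 was 2.28-fold lower on day 12 (adjusted p = 0.00563) and Esr2 was not called in the authors' deposited table. The calls of Esr1 and Pgr all ended with a minimum of 1 FPKM in vehicle or on that day. Of 13 hypoxia-responsive genes 1 was lower on day 6 (Bnip3, 2.01-fold) and 1 on day 12 (Egln3, 2.02-fold) in the authors' deposited table, and recentring on the median gene ended both calls. The adipocyte and epithelial values come from the same libraries as every other day 12 result.

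**Figure D3:**
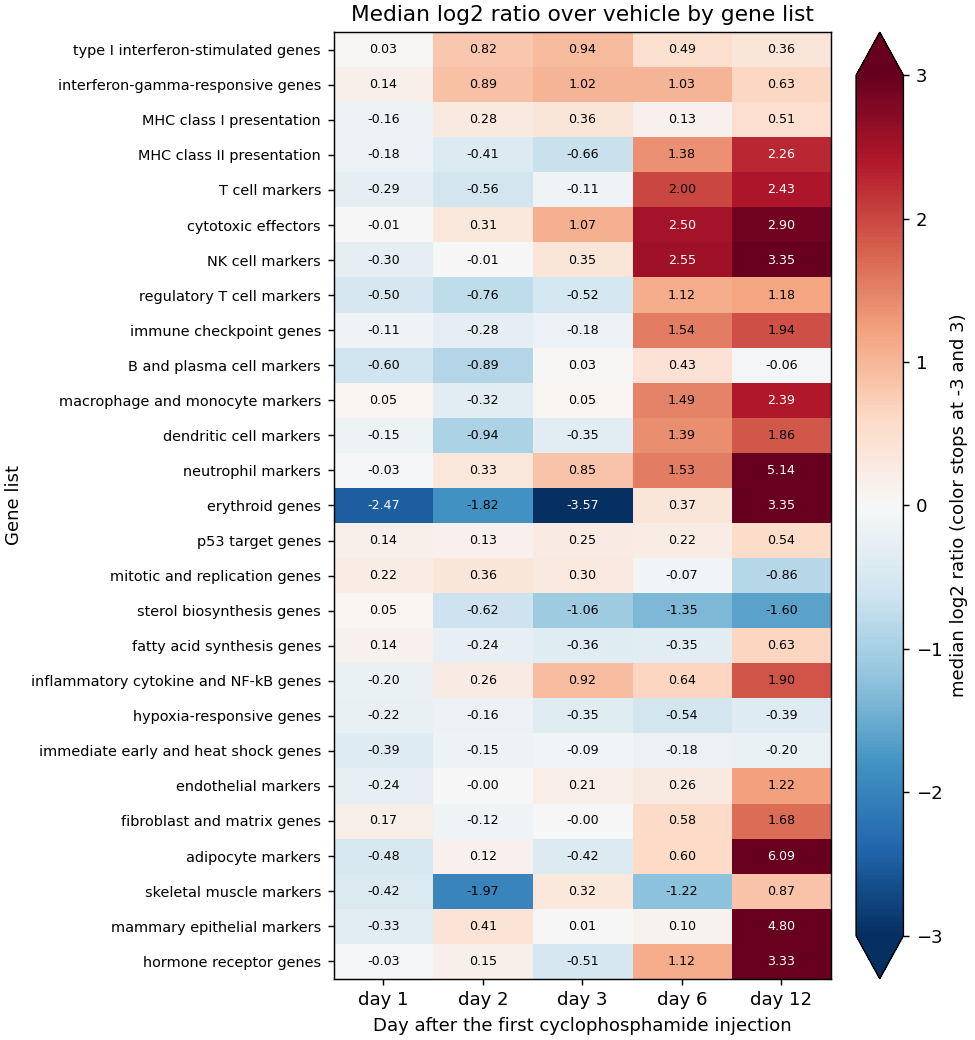
Median log2 ratio over vehicle of each gene list (rows) on each day (columns), over members above 0 FPKM in both groups, from the ratios in the authors' deposited table. The type I interferon list peaks at 0.94 on day 3, the sterol list falls to -1.60 on day 12 and the adipocyte list stands at 6.09 on day 12.

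Genes were then sorted by the days on which they were called, for each direction separately. A gene called the other way on an earlier day can thus count as called on day 12 alone. The class of days 1 to 3 and day 12 also holds genes called on day 6. Of the genes called higher, 97 were called on days 1 to 3 alone, 26 on days 1 to 3 and day 6 but not day 12, 76 on days 1 to 3 and day 12, 188 on day 6 alone, 1998 on day 12 alone and 990 on days 6 and 12 in the authors' deposited table. Type I interferon-stimulated genes made up 11 of the 97 (11.3%) and 4 of the 26 (15.4%), against 0.183% of the 20186 genes above 0 FPKM (1-sided Fisher's exact test, p = 1.36e-17 and 1.39e-07, Benjamini-Hochberg adjusted over 36 tests of the classes under several gene settings 1.63e-16 and 8.32e-07). They made up 1 of the 76 genes also called on day 12 (p = 0.130, Fisher's exact test) and 0 of the 990. Without a fold minimum, they made up 5 of 146 genes called on days 1 to 3 and day 12 (p = 6.68e-06, adjusted 3.44e-05, Fisher's exact test), so whether that class holds more of them depends on the fold minimum. No type I interferon-stimulated gene was among those called lower, of which 44 were called on days 1 to 3 alone, 5 on days 1 to 3 and day 6, 28 on days 1 to 3 and day 12, 44 on day 6 alone and 13 on days 6 and 12, and the rest of the 749 genes lower on day 12 were called on that day alone. Genes of 1 pathway move together, so this test treats as independent what is not. The type I list was prompted by the study, which had reported such genes among the early and transient ones of these tumors. The test therefore repeats a known result and is not independent evidence. A call on 1 day and none on another does not show a difference between the days, and day 12 could not be tested against day 3 or day 6, since the authors' deposited table compares each day with vehicle alone.

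Of the 1256 genes higher on day 6, 1042 (83.0%) were also higher on day 12, where 190.6 would be shared by independent lists, and of the 75 lower on day 6, 26 (34.7%) were also lower, against 2.78, in the authors' deposited table. No gene was called in opposite directions on these days. Part of the excess may come from the vehicle libraries that both comparisons share, and this could not be simulated without values per library.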

Values the study reported

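The study reported 2,633 genes responsive to CPA on at least 1 day in E0771 tumors, at a fold-change > 2 and an adjusted P < 0.05. Its methods also name a minimum FPKM, so counts made here without one are not the same measure. The study used its own set of 188 type I IFN response genes from cultured E0771 cells. Of 73 induced genes that it classed as early and transient, 52 (71%) belonged to that set, a 61-fold enrichment, compared with 0 of 56 early and sustained genes and 35 of 1,666 late genes (1.38-fold). It gave a 14-fold increase in the number of differentially expressed genes by day 12, and named 6 hemoglobin genes as falling early and rising after 2 cycles. By qPCR of tumors, it described induction of interferon-stimulated genes from day 2, highest on day 3 and no longer detected by day 12. In another experiment it described Mx1 as induced on day 12, unlike the other such genes measured.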

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

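The tests in this part were chosen after the result was seen, except the summed level of a further erythroid list, which was written down before its value was computed.

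In the authors' deposited table, 21 genes were called lower than vehicle on at least 1 of days 1 to 3 and higher on day 12, and 1 gene (Slco1a5) was called the opposite way. They are listed here because the calls have opposite signs at different times, and the difference between the days was not tested. The 21 include Alas2 and 6 hemoglobin rows, and among the others are Ccr2, Icos, Ptgs2, Retnla, Chil3, Eln and Thrsp, named after their values were seen.

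The pattern weighed is that of the hemoglobin genes, lower on days 1 to 3 and higher on day 12. Reads shared between hemoglobin copies cannot account for the day 12 rise of Alas2, which lies outside the hemoglobin clusters and had a day 12 ratio of 14.5. Alas2 does not tell how reads were assigned among the hemoglobin rows, so for those rows it argues against shared reads only indirectly. Alas2 was also called lower on days 1 to 3, but from a level under 1 FPKM in vehicle. These early calls of Alas2 were lost with folds taken from the FPKM values plus 1, which left 6 erythroid calls on each of these days. For the early fall Alas2 is therefore weaker evidence. RNA of red blood cell precursors or reticulocytes may be the source and stays open: the summed FPKM of a further 12 erythroid genes was 1.05 times vehicle on day 3, above the bound of 0.75 that had been set in advance against this explanation, but that bound was judged, after the value was seen, to be badly chosen, since Tmcc2, Ank1 and Rhd held 98.7% of the vehicle sum and the other 9 genes were at 0.0236 FPKM or less in vehicle, too low to fall visibly. On day 12, 7 of those 9 genes were called higher while the sum was 0.892 times vehicle, and why the 3 abundant genes did not follow the hemoglobin genes was not tested. The quotient of Hba-a1 to Hbb-b1 was 7.18 times that of vehicle on day 2 and 6.37 times on day 3. On days 1, 6 and 12 it was 1.41, 1.22 and 1.12 times. Whether only the amount of 1 source changed cannot be told apart from a change in its makeup, since the table gives no spread for this quotient.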

How the results depend on the processing

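No paired analysis was possible because the table gives 1 value per group. For the same reason the alternatives that need values per library were not run: other size factors, count filters, DESeq2, the exact test, glmTreat, fits of 4 libraries, leaving out each library, day 1 pool 1 as vehicle, and estimated gene correlations. What depth limits was not tested. Recentring, the any-group minimum and shared rows were chosen after seeing the data. Of 166 recomputed counts 129 stayed within 1.5 times, among them all 20 overall with recentring and all 20 with a pseudocount of 0.01. Where no other reason is given, the cause was not tested.

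With at least 1 FPKM in vehicle or on that day, which removes genes, day 1 had 0 genes higher (0% of calls, against 15.4%), day 3 had 114 higher and 43 lower, day 6 had 715 and 47, and day 12 had 1739 higher. With 1 FPKM in any group, 0 were higher on day 1, 123 on day 3 and 1742 on day 12, 49 were lower on day 6, and the interferon share of the class on days 1 to 3 and day 6 was 28.6%. Without a fold minimum, which adds genes, 382 were higher and 191 lower on day 3, 584 lower on day 6 (74.0% of day 6 calls then higher, against 94.4%) and 204 lower on both days 6 and 12. List members were then 27 higher on day 2, 83 higher on day 3 and 42 lower on day 6.

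Pseudocounts were added to FPKM, whose quotients also differ from the deposited ratios by the scaling. A pseudocount of 1, which shrinks folds of low genes, left 0 higher and 6 lower on day 1, 19 and 9 on day 2, 53 and 21 on day 3, 413 and 17 on day 6, and 1335 and 434 on day 12. List members were then 8 higher and 8 lower on day 2, 26 and 13 on day 3, and 63 and 13 on day 6. A pseudocount of 0.1 left 1 gene higher on day 1 and 42 lower on day 6. With shared rows counted once, 5 list members were lower on day 1. Of 644 values of named genes 23 lost their call and no called value changed sign.

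Of 609 counts per list 119 moved by over 1.5 times. Type I interferon genes were 34 higher on day 3 and 18 on day 6 without a fold minimum, and 1 on day 12 with any pseudocount. T cell markers were 9 higher on days 6 and 12 with a pseudocount of 1, NK markers 5 on day 6 with it or with 1 FPKM on that day, and mammary epithelial markers 7 on day 12 with either. Sterol genes were 19 lower on day 3 without a fold minimum and 4 with a pseudocount of 1. Mitotic genes were 2 lower on day 12 with recentring and 15 without a fold minimum. The hypoxia call on day 6 was lost with any pseudocount and with recentring, that on day 12 with recentring. Without a fold minimum, interferon genes were 5 of 146 in the class on days 1 to 3 and day 12 (3.42%).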

Other observations

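The tests in this part were chosen after the result was seen, except that of a further adipose list, written down before its value was computed, though after the leading day 12 genes had been seen.

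All 13 adipocyte and 11 of 14 mammary epithelial markers were called higher on day 12. A fold that comes from the scaling between the groups is argued against by the median log2 ratio of genes above 1 FPKM, which was -0.15. A lower share of tumor cells that raised all other cell types alike is argued against by the endothelial markers. The lower quartile of the adipocyte markers, 5.03, lay 3.41 log2 units above the endothelial upper quartile. The upper quartiles of the mammary epithelial and neutrophil markers, 5.18 and 8.08, lay above that adipocyte quartile. A lower tumor share with unequal rises of the other cell types could give these values, so it stays open. Fat tissue RNA in the day 12 libraries would raise other adipose genes too: a further 16, none of them in the first list, had a median log2 ratio of 4.49 on day 12, all 16 called higher, and their summed FPKM went from 43.1 to 824.3. The same would be seen whether the fat lay in the mammary fat pad around the shrunken tumor or within the tumor, so its place stays open. The further adipose list does not bear on the source of the epithelial genes. Their lower quartile, 3.57, also lay above the endothelial upper quartile, 1.62.

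Type I interferon-stimulated genes called higher on day 3 were mostly not called on day 12. A wider spread between the day 12 libraries with the measured folds kept would leave the ratios near those of day 3. Over the whole list, 33 of 37 members instead had a lower ratio on day 12 than on day 3. The median difference in log2 ratio per gene was -0.61 (quartiles -0.85 and -0.30). These values argue against kept folds alone. A wider spread on day 12 may also have cost calls. Of 573 genes past the adjusted p on day 3, 254 exceeded 2-fold, against 3813 of 4269 on day 12. Few smaller folds thus passed on day 12, though larger folds that day would also raise this share. Among genes above 5 FPKM and past 2-fold, 87.8% passed the adjusted p on day 3 and 93.5% on day 12. Without values per library, the part of the spread stays open. The bound for the comparison of day 3 and day 12 ratios was set after its values were seen and was changed more than once. An earlier bound on the whole list could not decide. The genes of the list move together and the table gives no spread between libraries. Whether the difference between the days exceeds that spread therefore stays open. Dilution by the immune, fat and stromal RNA present on day 12 may also lower the ratios and was not tested, nor was day 12 tested against day 3.

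The share of type I interferon-stimulated genes was 11.3% here among genes higher on days 1 to 3 alone and 15.4% among those also higher on day 6 but not day 12. Both are lower than the share quoted from the study above, while the enrichment on days 1 to 3 alone, 61.9-fold, is close to the enrichment quoted there. The values here rest on another gene list, other classes of days and no FPKM minimum, so the measures are not the same.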
